# Filtered reproductive long non-coding RNAs by genome-wide analyses of goat ovary at different estrus periods

**DOI:** 10.1186/s12864-018-5268-7

**Published:** 2018-12-04

**Authors:** Yong Liu, Bing Qi, Juan Xie, Xiaoqing Wu, Yinghui Ling, Xinyan Cao, Feng Kong, Jing Xin, Xin Jiang, Qiaoqin Wu, Wenying Wang, Qingmei Li, Shengnan Zhang, Fengrui Wu, Di Zhang, Rong Wang, Xiaorong Zhang, Wenyong Li

**Keywords:** LncRNA, Genome-wide, Luteal phase, Follicular phase, Goat ovary

## Abstract

**Background:**

The goat is an important farm animal. Reproduction is an important process of goat farming. The ovary is the most important reproductive organ for goats. In recent years, an increasing number of long non-coding RNAs (lncRNAs) have been implicated in the regulation of mammal reproduction. However, there are few studies on the function of lncRNAs in reproduction, particularly lncRNAs in the ovary.

**Results:**

The sequencing of goat ovaries generated 1,122,014,112 clean reads, and 4926 lncRNAs and 1454 TUCPs (transcripts of uncertain coding potential) were identified for further analysis by using the coding potential analysis software, CNCI, CPC and Pfam-sca. There were 115 /22 differential lncRNAs /TUCPs transcripts between the ovaries of the luteal phase and the follicular phase. We predicted the related genes of lncRNA /TUCP based on co-expression and co-localization methods. In total, 2584 /904 genes were predicted by co-expression, and 326/73 genes were predicted by co-localization. The functions of these genes were further analyzed with GO and KEGG analysis. The results showed that lncRNAs /TUCPs, which are highly expressed in goat ovaries in the luteal phase, are mainly associated with the synthesis of progesterone, and we filtered the lncRNAs /TUCPs, such as XR_001918177.1 and TUCP_001362, which may regulate the synthesis of progesterone; lncRNAs /TUCPs, which are highly expressed in goat ovaries in the follicular phase, are mainly associated with oogenesis and the maturation of oocytes, and we filtered the lncRNAs /TUCPs that may regulate the oogenesis and maturation of oocyte, such as XR_001917388.1 and TUCP_000849.

**Conclusion:**

The present study provided the genome expression profile of lncRNAs /TUCPs in goat ovaries at different estrus periods and filtered the potential lncRNAs /TUCPs associated with goat reproduction. These results are helpful to further study the molecular mechanisms of goat reproduction.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5268-7) contains supplementary material, which is available to authorized users.

## Background

The goat is an important farm animal that can provide people with farm products, such as meat [1], skin, wool, milk and mutton, which are widely used in production and daily life. Goat farming has a good market prospect, and reproduction is one of the key processes in goat farming. Increasing production efficiency requires intensive research on reproductive mechanisms. The ovary is the most important reproductive organ of female goats, as the ovary can directly mediate the maturation of oocytes and secrete female hormones, which has a significant influence on the fecundity of goats [2]. There are two main functions of the goat ovary. The first function is to produce oocytes and ovulate. Subsequently, the oocyte matures in the ovary and has the potential for fertilization in the ovary. The second function is to secrete steroid hormones, such as estrogen, progesterone and androgen. This series of gonadal hormones greatly influences goat breeding, controls follicular development and maintains goat rutting [3].

During the reproductive process, the estrous cycle of goats can be divided into follicular and luteal phases. The goat ovaries in these two periods differ in the development of follicles, oogenesis and the maturation of oocytes, the formation of the corpus luteum, the maintenance of pregnancy, and the secretion of gonadal hormone. In the follicular phase, the follicles in the ovary grow, and the follicle development process is regulated by endocrine, paracrine and gene expression. Genes can feedback-regulate follicular development by expressing products, such as FOXL2, which promotes the growth, development and anti-apoptosis of follicles [4, 5]. The amount of estrogen in the ovaries increases during this period, prompting the animals to become sexually aroused, and most mammals ovulate at the end of this period. During oocyte maturation, a large number of maternal factors accumulate, and this process requires large amounts of gene expression. Ovaries in the luteal phase primarily secrete progesterone, which acts on the reproductive tract and the uterus, promoting embryo implantation and maintaining pregnancy. The formation of the corpus luteum in mammals is vital for steroid biosynthesis [6], and sex steroid hormones, such as estrogen, progesterone and testosterone, play a key role in sex differentiation, reproductive function and behavior in mammals [7].

Non-coding RNA, which was previously considered “transcriptional noise” without biological function, is particularly important. These non-coding RNAs include miRNA and lncRNA [8], most of which are lncRNAs. LncRNAs are transcription RNAs > 200 nt in length, having complex structure and lacking the ability to code protein, as they have no open reading frame; these molecules are regulated by the recognized transcription factor and show specific expression [9]. LncRNAs are widely distributed and have been identified in animals, yeast, plants and even viruses [10–14]. Xist is a lncRNA molecule that plays a key role in the inactivation of the x chromosome in mammals [15]. The discovery of Xist officially prompted lncRNA research in the field of reproduction, and a growing number of lncRNA have been implicated in the regulation of mammalian ovary development [16, 17]. Studies have shown that lncRNAs can regulate reproductive processes, such as the maturation and fertilization of oocytes and the embryonic development in the ovaries of female goats [18], and the maturation of oocytes is an important process that causes ovulation in goats [19]. Therefore, lncRNA plays an important role in regulating the growth and development of oocytes. Recent studies have shown that lncRNAs play an important role in cell development, proliferation, differentiation, apoptosis and other biological processes [20–24] as well as vital roles in lactation, ovary and embryo development, sperm maturation and so on [25]. An increasing number of lncRNAs have also been implicated in the regulation of mammalian breeding. However, there are few studies on the effects of goat lncRNAs on reproduction.

RNA-seq is a second-generation sequencing technology to analyze and identify the biological functions of lncRNAs [26]. In the present study, by using RNA-seq, we explored the genome-wide expression profiles of lncRNAs /TUCPs in goat ovaries at the follicular and luteal phases and predicted additional potential lncRNA /TUCP molecules. The differential expression of lncRNAs /TUCPs in the ovaries at the follicular and luteal phases was explored. We performed GO and KEGG enrichment analyses of the co-located and co-expressed genes of these different lncRNAs /TUCPs to investigate the role of these lncRNAs /TUCPs in goat reproduction. These findings will provide a theoretical basis for improving the reproduction of goats.

## Methods

### Ovary procurement

The Institutional Animal Care and Use Committee of Fuyang Normal University approved the present study. The ovaries in follicle and luteal stage of the Anhui white goat were selected as the animal tissues in the present study. The ovaries, which were collected from a slaughterhouse, were sent to the laboratory within 4 h. The ovaries were washed with physiological saline containing double antibodies and then were placed into an RNase-free centrifuge tube, labeled, frozen in liquid nitrogen, and stored at − 80 °C within 20 days prior to being sent to Beijing Connaught Qizhiyuan Bioinformatics Co., Ltd. for RNA sequencing.

### RNA extraction and library construction

First, total RNA was extracted from the goat ovaries at the follicular and luteal phases. Then, 1% agarose gel electrophoresis was prepared to monitor the degradation and contamination of the extracted RNA. The purity and concentration of the RNA were respectively measured by the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and the Qubit ® 2.0 Fluorometer (Life Technologies, CA, USA). Finally, the RNA integrity was assessed by the RNA Nano 6000 assay kit (Agilent Technologies, CA, USA) with the Bioanalyzer 2100 system. To prepare the RNA sample, 3 μg of RNA per ovary was used as input material. First, the Epicenter Ribo-zero™ rRNA Removal Kit (Epicenter, USA) was used to remove ribosomal RNAs, and rRNA was removed by ethanol precipitation. Then, the NEBNext, hyperdirectional RNA library preparation kit (NIB, USA) was used to generate the sequencing library by using rRNA-depleted RNA according to the manufacturer’s instructions. Subsequently, sequencing libraries were generated by using rRNA-depleted RNA by the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA) according to the manufacturer’s instructions.

### Sequencing and quality control

TruSeq PE Cluster Kit v3-cBot-HS (Illumina) was used to cluster the cBot clusters. Then, the library was sequenced on Illumina Hiseq 4000, and 150 bp paired end readings were produced. The raw reads in fastq format were first processed through internal Perl scripts. In this step, clean reads were obtained by removing the sequence containing the adapter, including the sequence of ploy-N and the low-quality sequence. In addition, the Q20, Q30 and GC content of the sequences were calculated. All downstream analyses are based on high-quality filtered sequences. All bioinformatics analyses were based on high-quality clean reads.

### Transcriptome assembly and encoding potential analysis

The gene model annotation files and reference genomes were directly downloaded from the genome website. Bowtie2 v2.2.8 was used to construct the index of the reference genome, and HISAT2 [27] v2.0.4 was used to compare the purified reading of the paired ends to the reference genome. Based on a reference method, the mapped reads of each sample were assembled by StringTie (v1.3.1) [28]. The novel network process algorithms and optional reassembly steps were performed by StringTie to assemble and quantitate the full-length transcript of multiple splicing variants of each locus.

Based on the structural characteristics and non-coding function of lncRNA, we set up a series of strict screening conditions to obtain high-quality lncRNA through the following five-step screen: (1) Transcripts with low expression levels, low credible single exon transcripts, and exon numbers < 2 were filtered out; (2) transcripts < 200 bp in length were filtered out; (3) through Cuffcompare software, the duplicated transcripts of the exon region of the database annotation were removed, and the lncRNA overlapped with the exon region of the splicing transcript; (4) the expression of each transcript was calculated by Cuffquant, and the transcript of FPKM< 0.5 was filtered out; and (5) finally, we determined whether the encoding potential was the key condition to determine lncRNAs. We used three coding potential analysis programs (CNCI, CPC, and Pfam-sca) to screen the transcripts, and transcripts with coding potential predicted by one or all of the three tools mentioned above were filtered out. Transcripts without coding potential were considered candidate lncRNAs. Transcripts of uncertain coding potential (TUCPs) is an additional set of transcripts. They have high evolutionary conservation but may include short open reading frames. They have potential to encode proteins and may serve either as lincRNAs or as small peptides.

### Quantification of gene expression level and differential expression analysis

The FPKMs [29] of lncRNAs and coding genes in each sample were calculated through Cuffdiff (v2.1.1). The FPKM (the number of fragments per million fragments from a single gene) was used to estimate the expression levels of lncRNA and TUCP. According to a model in the negative binomial distribution, Cuffdiff was used to determine the differential expression of the digital transcription or the gene expression data [29]. Transcripts with *p* < 0.05 were considered differentially expressed.

### The prediction of co-located and co-expressed genes

In the present study, we predicted the co-expressed and co-located genes of lncRNA /TUCP to explore the functions of lncRNAs /TUCPs. We searched the genes 100 kb downstream and upstream of lncRNAs /TUCPs and analyzed their functions. Trans-acting refers to the co-expression relationship between lncRNA and mRNA. To explore the trans roles of these molecules, we used a custom script to calculate Pearson’s coefficient between the lncRNAs and coding genes.

### GO and KEGG analysis

The GO enrichment analysis [30] of the related genes of differentially expressed lncRNAs or TUCPS was performed by the GOseq R package. GO terms *P* < 0.05 were considered significantly enriched by differentially expressed genes. KEGG [31] was used to understand the advanced features of biological systems and the utility of the database resources (http://www.genome.jp/kegg/). We examined the statistical enrichment of the related genes of differentially expressed lncRNAs or TUCPS in the KEGG pathway by using KOBAS [32] software.

## Results

### The genomic characteristics of lncRNA and TUCP in the goat ovaries

In the present study, we collected five typical follicular phase and five typical luteal phase goat ovaries. 

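Total RNA from each of the 5 luteal phase and 5 follicular phase ovaries was depleted of ribosomal RNA and sequenced as a strand-specific, paired-end library. The authors aligned the clean reads with HISAT2, assembled transcripts with StringTie and computed FPKM (fragments mapped to a transcript, scaled by its length and by all mapped fragments) with Cuffdiff, without pooling ovaries. The deposited table holds 1 FPKM per transcript and ovary for 50146 transcripts. Read counts per ovary were not used here, and the paper gives its clean reads only as a total over all libraries, so the depth behind each FPKM is unknown. FPKM summed to between 452508 and 503276 per luteal phase ovary (median 474670) and to between 492324 and 540124 per follicular phase ovary (median 504440), a difference with a two-sided exact permutation p of 0.0476. Between 36980 and 37707 transcripts per luteal phase ovary and between 38433 and 40259 per follicular phase ovary were above 0 (exact permutation p = 0.00794, the smallest that 5 ovaries against 5 allow). The 10 most abundant transcripts held 7.58 ± 0.323% of the summed FPKM in the luteal phase and 9.47 ± 1.08% in the follicular phase (SD, n = 5 each). A listed 0 is not proof that a transcript was absent, because 159 mRNA transcripts were listed at 0 in an ovary while another ovary of the same phase had an FPKM of at least 10. FPKM of mRNA transcripts were summed by gene symbol to give values per gene. The phases were compared as luteal minus follicular on log2(FPKM + 0.1) with limma, two-sided, with Benjamini-Hochberg adjustment over everything tested. Transcripts or genes with an FPKM of at least 0.1 in at least 5 ovaries were tested, which kept 32842 transcripts and 15359 of the 20587 gene symbols. All fold changes are on this log2 scale, which understates the change of low transcripts. The median log2 fold change over all tested genes was -0.14, and it was -0.05 after the log values of each ovary were shifted to a common median.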

The RNA sequencing was performed on the Illumina HiSeq 2500 platform, and then, we detected the expression of lncRNA and TUCP in ovarian tissue samples. 

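Pearson's r was computed over all transcripts on log10(FPKM + 1) for each of the 45 pairs of ovaries. These are correlations across transcripts, which are not independent replicates, so no p-value is attached to them. The lowest r was 0.928 and the highest 0.967. Among the 10 pairs of luteal phase ovaries r ran from 0.954 to 0.967, and among the 10 pairs of follicular phase ovaries from 0.951 to 0.967, with a median of 0.957 in each phase. The 25 pairs made of 1 luteal and 1 follicular phase ovary lay between 0.928 and 0.940, with a median of 0.934. None of these 25 pairs exceeded the lowest pair from a single phase. The choice that moved the range most was leaving out the log, which gave values from 0.687 to 0.991.

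**Figure D1:**
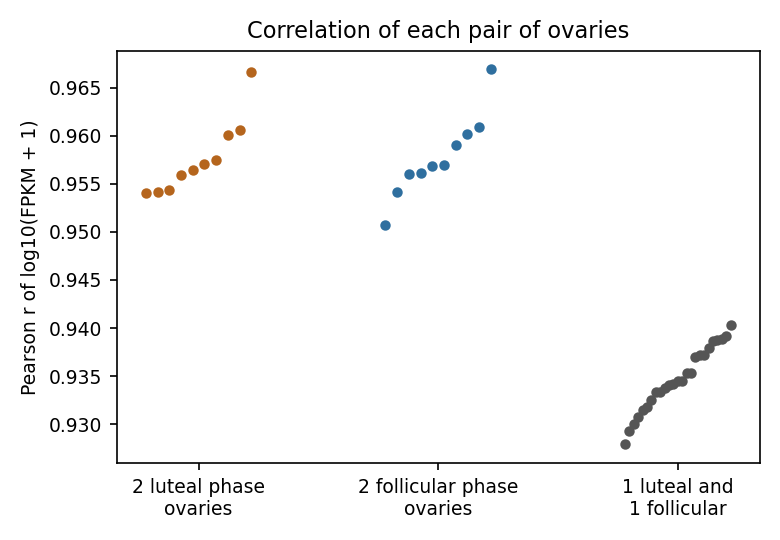
Pearson's r of log10(FPKM + 1) over all transcripts, with 1 point per pair of ovaries, grouped by the phases of the pair. The 25 pairs that join the phases sit between 0.928 and 0.940, below every pair from a single phase.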

Pearson’s correlation among the samples was between 0.861 and 0.935. In total, 1,164,144,548 raw reads were obtained. After filtering out the adaptor sequences, empty sequence, and low-quality sequences, 1,122,014,112 clean reads were obtained. Subsequently, a biological information analysis was conducted on the basis of the clean reads. Clean reads obtained in each library accounted for 95.31–98.03% of the raw reads. 

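Besides lncRNAs and TUCPs, the table lists 43766 mRNA transcripts. Of the lncRNAs, 4925 had an FPKM above 0 in at least 1 ovary. Between 3009 and 3177 of them were above 0 in each luteal phase ovary and between 3302 and 3767 in each follicular phase ovary (two-sided exact permutation test, p = 0.00794). For TUCPs these numbers were 1165 to 1204 in the luteal phase and 1174 to 1210 in the follicular phase, which did not differ (exact permutation p = 0.397).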

A total of 4926 lncRNAs and 1454 TUCPs were identified from the goat ovaries. Among these lncRNAs, 1173 molecules were annotated as lncRNAs and 3753 molecules were novel lncRNAs (Fig. 1a). 

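Of the 1173 annotated lncRNAs in the table, 997 are typed as lncRNA and 176 as misc_RNA. The highest FPKM across the 10 ovaries stayed below 0.5 for 112 of the annotated lncRNAs (9.55%) and for 2320 of the 3753 lncRNAs that the study assembled (61.8%).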

Notably, 74% of the novel lncRNAs were lincRNAs and 26% of the novel lncRNAs were antisense lncRNAs (Fig. 1b).

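The table types 2779 lncRNAs that the study assembled as lincRNA (74.0%) and 974 as antisense (26.0%). In 64.1% of the lincRNAs and in 55.4% of the antisense lncRNAs, no ovary reached an FPKM of 0.5.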

**Fig. 1:**
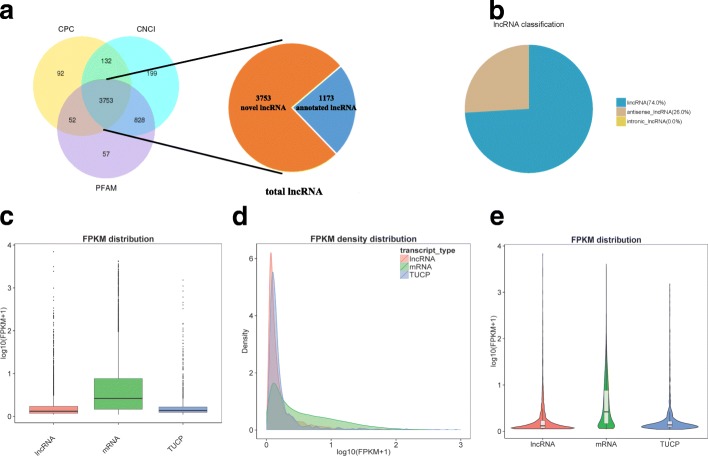
Genomic characteristics of lncRNA and TUCP in follicular and luteal goat ovaries. **a** Screening of the candidate lncRNAs in goat ovaries. **b** The classification of candidate lncRNA. **c** The boxplot of expression level (showed in log10 (FPKM+ 1)) for lncRNA and TUCP. **d** The FPKM density distribution of lncRNA and TUCP. **e** A violin plot of expression level (showed in log10 (FPKM+ 1)) for lncRNA and mRNA transcripts

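Class medians were taken per ovary over the transcripts of a class with a mean FPKM above 0. The median FPKM of mRNA transcripts was 0.627 ± 0.0267 in the luteal phase and 0.680 ± 0.0591 in the follicular phase (SD, n = 5 each; exact permutation p = 0.127). For TUCPs it was 0.269 ± 0.0246 and 0.315 ± 0.0555 (exact permutation p = 0.127). For lncRNAs it was 0.113 ± 0.0205 in the luteal phase and 0.178 ± 0.0346 in the follicular phase (exact permutation p = 0.00794). With Benjamini-Hochberg adjustment over these 3 two-sided comparisons, the p-value for lncRNAs was 0.0238, so the lncRNA median was higher in the follicular phase by more than the spread between ovaries. In 10 of 10 ovaries the medians of lncRNAs and of TUCPs lay below that of mRNA transcripts (two-sided exact sign test, p = 0.00195 for each class). The log2 ratio to the mRNA median was -2.22 ± 0.35 for lncRNAs and -1.17 ± 0.13 for TUCPs (SD over 10 ovaries). The lncRNA ratio moved most when all transcripts were taken, to -1.80, and the TUCP ratio moved most with a mean FPKM of at least 0.1 in all classes, to -2.14.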

The expression levels in the ovaries in follicular and luteal phases were similar, and the expression level of lncRNA and TUCP was lower than that of mRNA (Fig. 1c/d/e). The study also showed that most lncRNAs and TUCPs had fewer exons than did mRNAs: the average number of exons in the lncRNAs and TUCPs was approximately 2, while that in mRNAs was 12. Unlike mRNA, the average length of lncRNA was 805.466 nt, which was shorter than the average length of the mRNA (3477.172 nt). The length of open reading frame of mRNA was longer than that of lncRNA and TCUP. The average length of the lncRNA was 103 nt, and the average length of the TUCP was 199 nt, while the average length of mRNA was 670 nt. (Additional file 1: Figure S1A and B).

### The differences in lncRNA/TUCP expression in goat ovaries between the different estrous stages

In the present study, 115 lncRNAs were differentially expressed in goat ovaries for the luteal phase vs. the follicle phase, of which 28 lncRNAs were upregulated and 87 lncRNAs were downregulated (Fig. 2a). 

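Of the 2700 lncRNAs tested, limma called 441 at an adjusted p under 0.05, of which 153 were higher in the luteal phase and 288 in the follicular phase. LncRNAs that the study assembled made up 253 of these calls, from 1599 tested, and annotated lncRNAs 188, from 1101. The 13 lncRNAs that the text names by identifier were all called in the direction the paper gives, also when adjusted over the list alone, although that list was chosen on these samples and is not independent evidence. Among the alternatives the count was highest, 889, at an unadjusted p under 0.05 and lowest, 221, with a minimum FPKM of 0.5 in at least 5 ovaries. The share of calls higher in the luteal phase was 34.7%, against 46.4% after a shift to a common median, 47.3% after quantile normalization and 44.8% on the TPM scale. Leaving out each ovary in turn gave between 288 and 404 calls. The lowest count came without luteal phase replicate 4, where 95 lncRNAs were higher in the luteal phase and 281 of the 441 calls were kept. Calls higher in the luteal phase also fell to 95 without luteal phase replicate 5 and to 101 without luteal phase replicate 2.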

In total, 22 TUCPs were differentially expressed in the goat ovaries, of which 16 lncRNAs were upregulated and 6 were downregulated (Fig. 2c).

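limma called 189 of the 1081 TUCPs tested at an adjusted p under 0.05, with 99 higher in the luteal phase and 90 in the follicular phase. An unadjusted p under 0.05 was reached by 366 TUCPs. All 8 TUCPs named in the text by identifier were called in the direction the paper gives, and 8 were called when adjusted over the list alone, a list chosen on these samples. The luteal share of the calls was 52.4%, and it rose to 65.8% after a shift to a common median, 68.6% after quantile normalization and 71.2% on the TPM scale. It fell to 45.4% with limma's eBayes run without trend, where 98 calls were higher in the luteal phase and 118 in the follicular phase. With an FPKM of at least 0.5 required in at least 5 ovaries, 79 TUCPs were called. Leaving out 1 ovary at a time gave from 81 to 180 calls. The count was 81 without luteal phase replicate 4, 85 without luteal phase replicate 5, 109 without luteal phase replicate 2 and 123 without luteal phase replicate 1. Across these fits calls higher in the luteal phase ran from 48 to 88 and calls higher in the follicular phase from 33 to 96, so for TUCPs the balance between the phases rested on single ovaries.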

**Fig. 2:**
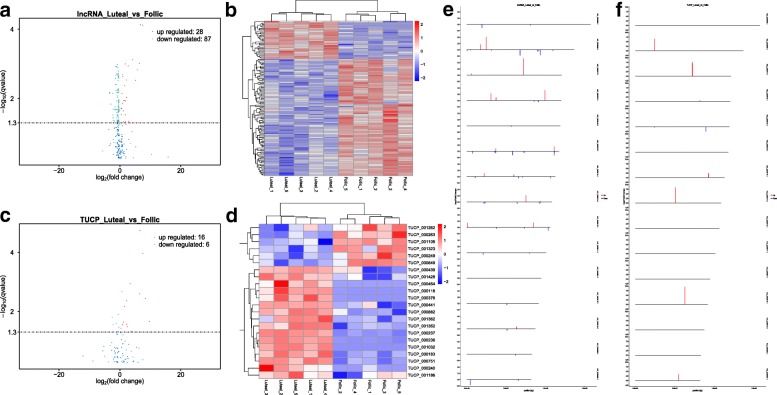
The overall differences of lncRNA and TUCP. **a**/**d**. Volcano plots of differentially expressed lncRNA/TUCP. X-axis is foldchange (log2), Y-axis is qValue(−log10). Red points indicate the up-regulated lncRNAs/TUCPs (X axis > 0); green points indicate the down-regulated lncRNAs/TUCPs (X axis < 0). **b/c** Hierarchical clustering analysis of differential expressed lncRNA/TUCP from 10 libraries. Red shows higher expression; Blue shows relatively low expression. **e/f** chromosome Distribution of differentially expressed lncRNA/TUCP. X-axis is the relative position of the gene on the chromosome and Y-axis is foldchange (log2). Red: up-regulated transcripts; green: down-regulated transcripts

Systematic hierarchical clustering analysis was used to analyze the expression patterns of differentially expressed lncRNAs under different experimental conditions. Hierarchical cluster analysis was performed on all goat ovarian tissue samples (Fig. 2b). 

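The 10 ovaries were clustered by average linkage on 1 minus Pearson's r of log2(FPKM + 0.1) over the 2700 lncRNAs that passed the filter, called or not. At 2 clusters, 10 of 10 ovaries fell in the cluster of their own phase. The same division came from complete linkage, from Euclidean distance and with a pseudocount of 1. Clustering on only the 441 called lncRNAs divided the ovaries in the same way, but these were chosen for their difference between the phases.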

According to the heat map analysis, the expression of the same gene in the same group is almost the same, indicating that there is minimal difference between the samples in the same group; analysis of the sample cluster showed that the five samples of the luteal phase are clustered together, and the five samples of the follicular phase are clustered together, which indicates large differences between the samples in the different groups. Analysis of the gene cluster shows that the differential lncRNAs are divided into two major categories. There are 28 lncRNAs with high expression in the luteal stage and 87 lncRNAs with high expression in the follicular phase (Fig. 2b).

Systematic hierarchical clustering analysis was used to analyze the expression patterns of differential TUCPs under different experimental conditions. Hierarchical cluster analysis was performed on all goat ovarian tissue samples (Fig. 2d). The heat map analysis showed that the expression of the same gene in the same group is basically the same, indicating that there is little difference between the samples in the same group; analysis of the sample cluster revealed five samples of the luteal phase that are clustered together. 

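Clustering on the 1081 TUCPs that passed the filter placed 10 of 10 ovaries with their own phase. Another linkage, another distance and another pseudocount did not change the division.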

The five samples of the follicular phase are clustered together, indicating large differences between the samples in different groups. Analysis of gene cluster shows that the differential TUCPs are divided into two major categories. Among them, 16 TUCPs show high expression in the luteal stage, and 6 TUCPs show high expression in the follicular phase (Fig. 2d).

To study the relationship between chromosome length and the total number of total mapped reads, we calculated the density of total mapped reads against each chromosome (the positive and negative strands) in the genome. In general, the longer whole chromosome length is, the more localized the chromosome is, and the total number of reads will increase. As shown in Fig. 2e, the differential lncRNAs are mainly concentrated on chromosomes NC-030809.1, NC-030810.1, NC-030813.1, NC-030815.1, NC-030814.1, and NC-030818.1, among which NC-030810.1 had more up-regulated genes, and NC-030809.1 and NC-030813.1 had more down-regulated genes. As shown in Fig. 2f, differential TUCPs are primarily concentrated on chromosomes NC-030809.1, NC-030811.1, NC-030814.1, NC-030816.1, and NC-030812.1, among which NC-030809.1, NC-030811.1, NC-030814.1, and NC-030816.1 had more up-regulated genes and other chromosome differences. Although many genes were up-regulated, chromosome NC-030812.1 had more down-regulated genes than the others.

### Co-expressed and co-located genes of differential lncRNAs /TUCPs

LncRNAs have no encoding potential, thus the functions of these molecules are achieved by regulating related genes. The biological function of lncRNA was predicted by its location relationship (co-location) and expression correlation (co-expression). The threshold of co-location is set as lncRNAs 100 kb upstream and downstream. Among all 115 differential lncRNAs, 87 lncRNAs corresponded to 326 related genes by co-location analysis. A total of 114 lncRNAs corresponded to 2584 related genes by co-expression analysis.

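Table S1 of the paper holds a selection of these relations, with 83 genes co-expressed with lncRNAs where the paper's total is 2584. For its 313 co-expressed pairs of 58 lncRNAs with these genes, Pearson's r was computed over the 10 ovaries on log2(FPKM + 0.1), with FPKM summed per gene. The absolute r was at least 0.9 in 293 pairs (93.6%). Nearly all of these transcripts differ between the phases, and a shared difference between the phases raises r by itself. In simulated pairs that shared a phase difference of 1 fixed size and nothing else, 80 of 200 reached an r of 0.9. That share depends on the size chosen, and the real differences vary in size, so it is not a baseline for these pairs. After the mean of each phase was subtracted, 76 of the 313 pairs reached 0.9, and the median phase-centred r was 0.853. Over all 362 co-expressed pairs of the table, with lncRNAs and TUCPs together, 330 reached 0.9, while 1000 random re-pairings of the same transcripts and genes gave a median of 196 and at most 218. The pairs were chosen on these samples, so these counts are not independent evidence of co-expression.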

The same method was used to predict the related genes of TUCP. Among the 22 differential TUCPs, 17 TUCPs corresponded to 73 related genes by co-location analysis, and 22 TUCPs corresponded to 904 related genes by co-expression analysis.

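For TUCPs, Table S1 lists 49 co-expressed pairs of 9 TUCPs with 38 genes, where the paper's total is 904 genes. In 37 of these pairs (75.5%) the absolute r over the 10 ovaries was at least 0.9, and after the mean of each phase was subtracted this held for 6, with a median phase-centred r of 0.621. The table further lists 28 co-located pairs. Positions were taken from the RefSeq annotation of the goat assembly ARS1.2, since the paper's text does not name the assembly, and serve here only to tell which genes neighbour each other. Both members of 7 pairs, all with annotated lncRNAs, had a position there, and 7 of 7 lay within 100 kb of each other. The other 21 pairs involve lncRNAs that the study assembled or TUCPs, whose positions were not analysed here.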

### The GO and KEGG analysis of the co-expression genes of differential lncRNAs

A total of 28 lncRNAs showed higher expression in luteal phase ovaries than in follicular phase ovaries. All of these molecules can be used for co-expressed analysis. These 28 lncRNAs corresponded to 1101 related genes by co-expression analyses. These related genes were used for the GO and KEGG enrichment analyses. The results of the GO enrichment analysis are shown in Fig. 3a and Additional file 2: Figure S2, and the terms cofactor binding and coenzyme binding were significantly enriched GO terms. Cofactors and coenzymes catalyze the synthesis of steroid hormones by enhancing enzyme activity. The KEGG enrichment analysis is shown in Fig. 3b. The most significant signal pathway is steroid biosynthesis (*P* = 5.16E-06). 

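Summed per gene, 6711 of the genes tested had an adjusted p under 0.05, with 2439 higher in the luteal phase and 4272 in the follicular phase, and 8015 had an unadjusted p under 0.05. The luteal share of these calls was 36.3%, against 48.8% after a shift to a common median, 41.8% after quantile normalization and 52.5% on the TPM scale. Of the 37 genes that the text names as differentially expressed or paired, 30 passed the filter and 29 of these were called, 25 of them in the direction of the phase under which the paper names them. The same 29 were called when adjusted over the list alone, which the study chose on these samples. SQLE had an FPKM of 113 ± 27.2 in the luteal phase and 21.7 ± 5.63 in the follicular phase (SD, n = 5 each), a log2 fold change of 2.38 (standard error 0.21, limma adjusted p = 9.99e-06). NSDHL, the Table S1 symbol for the NSDH of the text, was at 105 ± 18.8 and 17.9 ± 2.30, with a log2 fold change of 2.54 (standard error 0.14, adjusted p = 2.15e-07). HSD17B7 changed by 3.34 (standard error 0.25, adjusted p = 3.43e-06), although luteal phase replicate 3, at 22.8, lay far below the other luteal phase ovaries, at 53.0 to 59.1. DHRS12, which Table S1 lists where the text writes HRS1, changed least, by 0.91 (standard error 0.19, adjusted p = 0.00350). A list of 19 steroid biosynthesis genes was drawn up in advance, and 14 of them passed the filter; the others were below it or were not analysed here. Their median log2 fold change was 2.13, which is 2.27 above the median of all genes. camera with its preset correlation gave a two-sided p of 3.99e-15, fry gave 9.77e-08 and camera with an estimated correlation, the alternative that moved this p most, gave 0.00946. All 14 were higher in the luteal phase, 12 of them at an adjusted p under 0.05, and 12 when adjusted over the list alone. Of the 7 lists tested in this way, all passed 0.05 under camera and under fry, and the ribosomal protein, oocyte and granulosa cell lists did not under the estimated correlation.

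**Figure D2:**
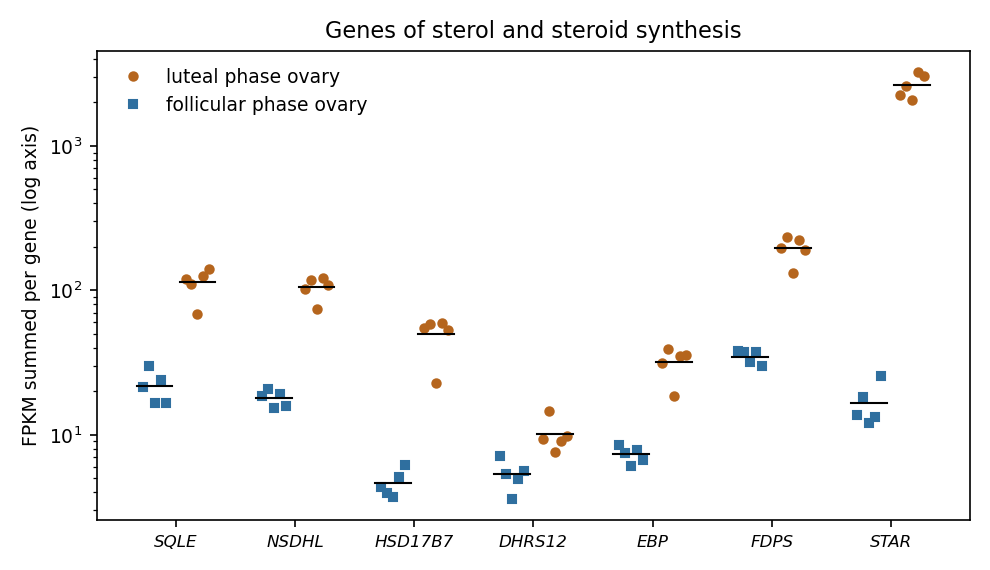
FPKM summed per gene on a log axis for 7 genes of sterol and steroid synthesis, with 1 point per ovary and a line at the mean of each phase. In each gene all 5 luteal phase ovaries (circles) lie above all 5 follicular phase ovaries (squares), and luteal phase replicate 3 is the lowest luteal point of HSD17B7, at 22.8.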

According to these data, the GO terms cofactor binding and coenzyme binding and the KEGG pathway of steroid biosynthesis have some common genes, such as SQLE, NSDH, HSD17B7, HRS1, and DHCR24, which were the most differentially expressed genes. These genes co-expressed with lncRNAs include XR_001919417.1, XR_001918177.1 and XR_001917326.1 (Additional file 6: Table S1). Therefore, in the luteal phase ovary, the highly expressed lncRNAs, such as XR_001919417.1, XR_001918177.1 and XR_001917326.1, were related to the synthesis of steroid hormones.

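XR_001919417.1 had an FPKM of 18.5 ± 2.67 in the luteal phase and 11.5 ± 0.969 in the follicular phase (SD, n = 5 each), a log2 fold change of 0.67 (standard error 0.11, limma adjusted p = 0.00301). XR_001918177.1 was at 3.71 ± 0.991 and 1.68 ± 0.261, a log2 fold change of 1.05 (standard error 0.23, adjusted p = 0.0124). Luteal phase replicate 3 lay far from the other luteal phase ovaries for this lncRNA, at 1.94 against 4.05 to 4.28. XR_001917326.1 ranged from 10.6 to 21.4 in the luteal phase and from 0 to 0.189 in the follicular phase, with 1 ovary listed at 0 (log2 fold change 6.30, adjusted p = 1.02e-06). In 32 of the 33 pairs of a transcript and a gene that could be taken from the text, the ovaries form separate clusters by phase, and each phase has too few ovaries for a correlation of its own. The relation was therefore tested after the mean of each phase was subtracted, with 100000 permutations within the phases, two-sided. Over the 33 pairs the median phase-centred r was 0.591, with 29 positive, and 7 pairs had a Benjamini-Hochberg adjusted p under 0.05, against 13 unadjusted. The study chose these pairs on the same ovaries, so these p-values are not independent evidence of co-expression. XR_001918177.1 and SQLE had a phase-centred r of 0.855 (permutation p = 0.00716, adjusted 0.0394) and a Spearman rho of 0.588 (permutation p = 0.0643, adjusted 0.155). Without the 2 ovaries whose transcript values lay farthest from the median, r was 0.65. For XR_001918177.1 and HSD17B7, r was 0.853 (permutation p = 0.0728, adjusted 0.152), and it fell to -0.20 without these 2 ovaries, so that relation rests on them. XR_001919417.1 gave an r of 0.374 with SQLE and 0.605 with HSD17B7 (adjusted permutation p = 0.356 and 0.193). XR_001917326.1 and NSDHL gave 0.447 (adjusted permutation p = 0.251).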

**Fig. 3:**
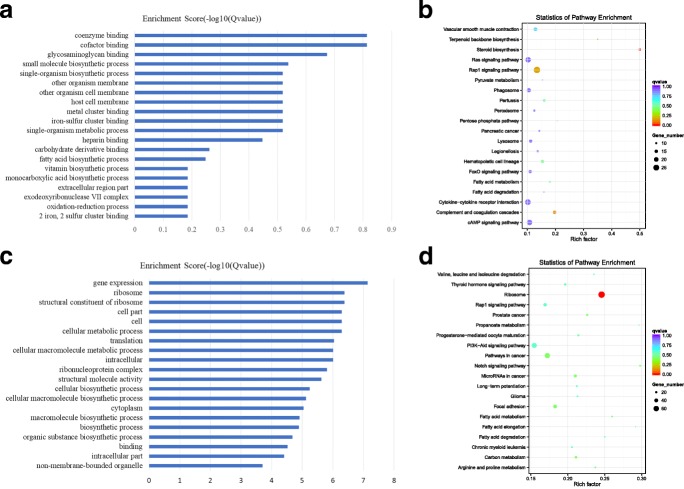
The GO and KEGG analysis of co-expressed genes of differential expressed lncRNAs. **a** The GO analysis of related gene of differential expressed and up-regulated lncRNAs, X-axis is qValue(−log10), Y-axis is the GO term. **b** KEGG pathway analyses of up-regulated lncRNAs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes. **c** The GO analysis of related gene of down-regulated lncRNAs, X-axis is qValue(−log10), Y-axis is the GO term. **d** KEGG pathway analyses of down-regulated lncRNAs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes

There were 87 highly expressed lncRNAs in the follicular phase ovary, and 86 of these molecules were used for co-expression analysis. These 86 lncRNAs corresponded to 1931 genes. These genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 3c, and the terms gene expression (*p* = 1.62E-11), ribosome (*p* = 2.80E-10) and translation (*p* = 1.42E-09) were significantly enriched GO terms. The KEGG enrichment analysis is shown in Fig. 3d. The most significant signal pathway from the KEGG analysis is ribosome. According to these data, the GO terms gene expression, ribosome, translation and the KEGG pathway of ribosome share common genes. 

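FAU had an FPKM of 754 ± 78.1 in the luteal phase and 1114 ± 115 in the follicular phase (SD, n = 5 each), a log2 fold change of -0.56 (standard error 0.11, limma adjusted p = 0.00186). BCL2 was at 2.04 ± 0.515 and 4.43 ± 1.24, a log2 fold change of -1.07 (standard error 0.23, adjusted p = 0.00398), with overlapping ranges. RPS6 was at 1433 ± 216 and 1888 ± 210, a log2 fold change of -0.40 (standard error 0.13, adjusted p = 0.0293). The call for RPS6 was lost after a shift to a common median (-0.32, adjusted p = 0.137) and after quantile normalization (-0.07, adjusted p = 0.379). It was also lost in 6 of the 10 fits that left out 1 ovary, with the highest adjusted p, 0.0590, without follicular phase replicate 2. Of 83 ribosomal protein genes, 81 passed the filter. Ribosomal protein genes have near-identical copies elsewhere in the genome, and how the authors' quantification divided reads among them is not known, so single genes of this family are uncertain. Their median log2 fold change was -0.48, which is 0.34 below that of all genes (camera p = 2.27e-11, fry p = 0.000543, estimated correlation p = 0.262). After a shift to a common median it was -0.40, and after quantile normalization -0.23. In the luteal phase 79 of the 81 were lower, 73 at an adjusted p under 0.05, and 74 when adjusted over the list alone. Of 100 divisions of the 10 ovaries into 5 and 5, the real one included, 20 gave this list a camera p as small.

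**Figure D3:**
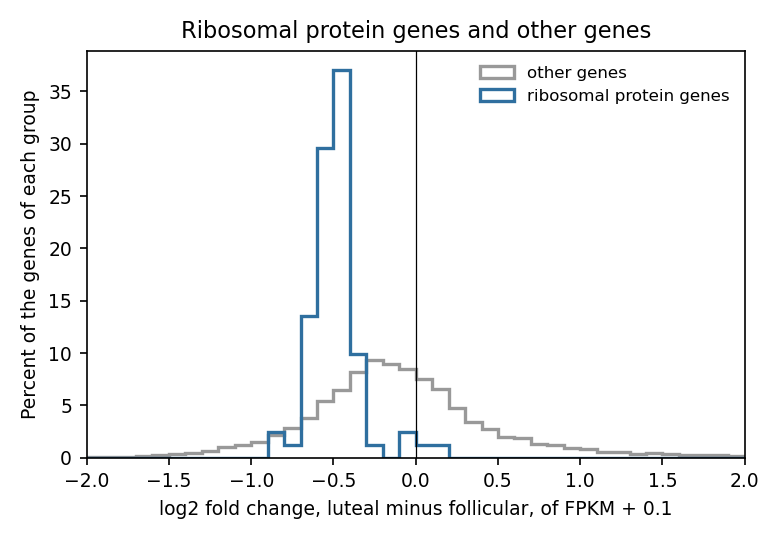
Distribution of log2 fold changes, luteal minus follicular, of the 81 ribosomal protein genes and of the 15278 other genes tested, as percent of each group per bin on the log2(FPKM + 0.1) scale. Of the other genes, 294 lie beyond the axis, and 79 ribosomal protein genes lie below 0.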

Many common genes, such as FAU, BCL2, and RPS6, were differentially expressed. The co-expressed lncRNAs include XR_001919841.1, XR_001917388.1 and XR_001918469.1 (Additional file 6: Table S1). Therefore, the highly expressed lncRNAs in the follicular phase ovary, such as XR_001919841.1, XR_001917388.1 and XR_001918469.1, were related to gene expression.

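XR_001919841.1 had an FPKM of 1.48 ± 0.437 in the luteal phase and 4.01 ± 0.777 in the follicular phase (SD, n = 5 each), a log2 fold change of -1.41 (standard error 0.22, limma adjusted p = 0.00218). XR_001917388.1, the most abundant of the 3, was at 60.7 ± 7.13 and 102 ± 4.30, a log2 fold change of -0.75 (standard error 0.08, adjusted p = 0.000250). XR_001918469.1 was at 2.52 ± 0.614 and 6.73 ± 1.32 (log2 fold change -1.39, adjusted p = 0.00108). The ranges of the phases did not overlap for any of them. With FAU, the phase-centred r was 0.753 for XR_001917388.1 (permutation p = 0.00103, adjusted 0.0113; rho 0.915, adjusted p = 0.0247) and 0.773 for XR_001919841.1 (permutation p = 0.00949, adjusted 0.0447; rho 0.842, adjusted p = 0.0322). Without the 2 farthest ovaries r was 0.88 and 0.73. XR_001918469.1 and BCL2 gave an r of 0.274 (adjusted permutation p = 0.470).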

### The GO and KEGG analysis of co-located genes of differential lncRNAs

A total of 28 lncRNAs showed higher expression levels in the luteal phase ovaries than those in the follicular phase ovaries, and 24 of these molecules could be used for co-location analysis. These 24 lncRNAs corresponded to 99 genes. These 99 genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 4a and Additional file 3: Figure S3, and the term DNA binding was the most significantly enriched GO term. Many of these genes, such as PANK1, WRNIP1, and OTUD7B, were differentially expressed. 

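PANK1 had an FPKM of 23.8 ± 7.84 in the luteal phase and 4.52 ± 0.613 in the follicular phase (SD, n = 5 each), a log2 fold change of 2.32 (standard error 0.20, limma adjusted p = 9.96e-06). WRNIP1 was lower in the luteal phase, at 13.0 ± 1.66 against 15.9 ± 1.33 (log2 fold change -0.29, standard error 0.10, adjusted p = 0.0318). OTUD7B was likewise lower, at 6.15 ± 0.654 against 7.57 ± 0.561 (log2 fold change -0.30, standard error 0.10, adjusted p = 0.0258). Neither of these 2 calls held on the TPM scale, where the adjusted p was 0.213 for WRNIP1 and 0.211 for OTUD7B, or after a shift to a common median. Each was also lost in 6 of the 10 fits without 1 ovary, with the highest adjusted p at 0.0737 for WRNIP1, without luteal phase replicate 2, and at 0.0599 for OTUD7B, without luteal phase replicate 4.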

The lncRNAs that co-localized with these genes were XR_001917326.1, LNC_002673, XR_309,871.3 and so on. (Additional file 6: Table S1). 

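Among the lncRNAs co-located with PANK1, WRNIP1 and OTUD7B, LNC_002673 ranged from 1.26 to 3.11 FPKM in the luteal phase and was listed at 0 in 4 of the 5 follicular phase ovaries, with 0.173 in follicular phase replicate 3 (limma adjusted p = 8.56e-05). XR_309871.3 was at 10.6 ± 4.35 in the luteal phase and 0.595 ± 0.138 in the follicular phase (SD, n = 5 each), a log2 fold change of 3.87 (standard error 0.27, adjusted p = 1.62e-05). In the ARS1.2 annotation, XR_001917326.1 and PANK1 lie within 100 kb of each other, as do XR_309871.3 and OTUD7B. XR_001917326.1 and PANK1 are both higher in the luteal phase, while XR_309871.3 and OTUD7B change in opposite directions.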

In summary, in the luteal phase ovary, the highly expressed lncRNAs, such as XR_001917326.1, LNC_002673, and XR_309,871.3, may be associated with the formation of the transcription initiation complex.

**Fig. 4:**
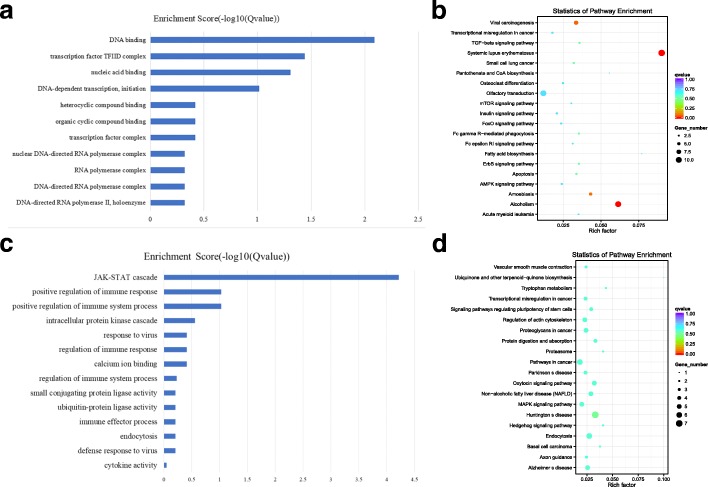
The GO and KEGG analysis of co-located genes of differential lncRNAs. **a** The GO analysis of related gene of differential expressed and up-regulated lncRNAs, X-axis is qValue(−log10), Y-axis is the GO term. **b** KEGG pathway analyses of up-regulated lncRNAs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes. **c** The GO analysis of related gene of down-regulated lncRNAs, X-axis is qValue(−log10), Y-axis is the GO term. **d** KEGG pathway analyses of down-regulated lncRNAs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes

There were 87 lncRNAs with higher expression in the follicular phase ovaries, and 63 of these molecules could be used for co-location analysis. These 63 lncRNAs corresponded to 236 related genes. These 236 genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 4c. JAK-STAT cascade (*p* = 1.36E-08) was the most significantly enriched GO term. STAT is a signal transcriptome and transcriptional activator that passes through the nucleus to regulate the expression of related genes when it is phosphorylated by JAK. 

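In the gene table LOC102182821 was listed at 0 in all 10 ovaries. The other genes paired with XR_001296791.2 were close to 0 throughout. LOC108638069 reached at most 0.173 FPKM in the luteal phase and 0.0892 in the follicular phase, LOC108638068 was listed at 0 in the luteal phase and reached 0.0321 in the follicular phase, and LOC108638070 reached 0.0883 and 0.174. None of these 4 genes passed the filter. Tested without it, LOC108638069, LOC108638068 and LOC108638070 had limma adjusted p-values of 0.728, 0.266 and 0.302.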

According to the present results, many related genes of this term, such as LOC102182821, LOC108638069, LOC108638068, and LOC108638070, were differentially expressed genes. These related genes co-localized with XR_001296791.2 (Additional file 6: Table S1). In summary, in the follicle phase ovaries, the highly expressed lncRNA XR_001296791.2 was related to gene expression.

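XR_001296791.2 ranged from 0.314 to 1.78 FPKM in the luteal phase and from 1.81 to 3.33 in the follicular phase, a log2 fold change of -1.66 (standard error 0.39, limma adjusted p = 0.0152). The call held in each of the 10 fits without 1 ovary, with the highest adjusted p, 0.0381, without luteal phase replicate 4. It was lost when the replicate number was set as a block (limma adjusted p = 0.0545). In the ARS1.2 annotation the lncRNA lies within 100 kb of LOC102182821, LOC108638069, LOC108638068 and LOC108638070.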

### The GO and KEGG analysis of co-expressed genes of differential TUCPs

There were 16 TUCPs showing higher expression levels in the luteal phase ovaries than those in the follicular phase ovaries. All of these molecules could be used for co- expression analysis. These 16 TUCPs corresponded to 765 genes. These 765 genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 5a and Additional file 4: Figure S4, and the terms isoprenoid metabolic process and isoprenoid biosynthetic process were significantly enriched GO terms. In these two terms, the related genes, such as FDPS, KDM1A, and AIFM1 were differentially expressed, and the TUCPs showing related genes co-expression include TUCP_001032, TUCP_000183, and TUCP_001362 (Additional file 6: Table S1). 

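FDPS had an FPKM of 195 ± 39.7 in the luteal phase and 34.8 ± 3.63 in the follicular phase (SD, n = 5 each), a log2 fold change of 2.47 (standard error 0.14, limma adjusted p = 4.34e-07). AIFM1 was at 38.0 ± 4.27 and 14.4 ± 2.30, a log2 fold change of 1.40 (standard error 0.11, adjusted p = 5.69e-06), with follicular phase replicate 1 at 18.4 far above the other follicular phase ovaries, at 12.4 to 13.9. KDM1A was lower in the luteal phase, at 22.2 ± 1.45 against 33.0 ± 1.44 (log2 fold change -0.57, standard error 0.06, adjusted p = 6.46e-05). Of 9 isoprenoid synthesis genes listed in advance, 8 passed the filter, with a median log2 fold change of 2.35 (camera p = 2.97e-08, fry p = 4.96e-06, estimated correlation p = 0.0425). Of these, 7 were higher in the luteal phase at an adjusted p under 0.05, and 7 when adjusted over the list alone. GGPS1 was not called (log2 fold change -0.06, adjusted p = 0.546), and its sign changed after a shift to a common median, to 0.03. ACAT2, HMGCS1 and MVD were far lower in luteal phase replicate 3 than in the other luteal phase ovaries, while staying above every follicular phase ovary.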

KEGG enrichment analysis is shown in Fig. 5b. The most significant signal pathway is steroid biosynthesis (6.73E-06). In the steroid biosynthesis signaling pathway, the related genes, such as EBP, DHCR24, and SQLE, were differentially expressed, and the TUCPs co-expressed with related genes include TUCP_001362, TUCP_001032, and TUCP_000183 (Additional file 6: Table S1). 

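EBP had an FPKM of 32.1 ± 8.03 in the luteal phase and 7.31 ± 0.924 in the follicular phase (SD, n = 5 each), a log2 fold change of 2.08 (standard error 0.18, limma adjusted p = 9.92e-06). The lowest luteal phase ovary was at 18.7 and the highest follicular phase ovary at 8.46. Among the other genes of the pathway, TM7SF2 had the largest log2 fold change, 4.42 (adjusted p = 3.74e-08), followed by MSMO1 with 3.52 (adjusted p = 3.64e-08). SOAT1 and SOAT2 were not called (log2 fold change 0.22 and 0.15, adjusted p = 0.118 and 0.708). SOAT1 was called on the TPM scale, with 0.32 and an adjusted p of 0.0234, and without follicular phase replicate 2, with 0.30 and an adjusted p of 0.0223.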

In summary, as the steroids belong to the isoprenoids, we conclude that in the luteal phase ovary, the highly expressed TUCPs, such as TUCP_001362, TUCP_001032 and TUCP_000183, were related to the synthesis of steroid hormones.

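TUCP_001362 had an FPKM of 4.48 ± 1.04 in the luteal phase and 2.48 ± 0.388 in the follicular phase (SD, n = 5 each), a log2 fold change of 0.81 (standard error 0.20, limma adjusted p = 0.0185). Follicular phase replicate 3 was lowest, at 1.81, against 2.50 to 2.80 in the other follicular phase ovaries. TUCP_001032 ranged from 1.58 to 2.34 in the luteal phase and was listed at 0 in all 5 follicular phase ovaries (adjusted p = 1.14e-06), so no fold is given. TUCP_000183 was at 1039 ± 106 and 644 ± 50.5, a log2 fold change of 0.69 (standard error 0.09, adjusted p = 0.000593). The pairs of these TUCPs with FDPS, AIFM1, EBP, SQLE, NSDHL and KDM1A gave no adjusted permutation p under 0.05 after the phase means were subtracted. TUCP_001362 and NSDHL had the highest r among them, 0.821 (permutation p = 0.0238, adjusted 0.0784), which fell to 0.16 without the 2 farthest ovaries. Table S1 also pairs TUCP_001362 with FDFT1, SC5D, MSMO1 and HMGCS1, with a phase-centred r of 0.960, 0.940, 0.890 and 0.854, for which no permutation test was run. With KDM1A, the phase-centred r was -0.56 for both TUCP_000183 and TUCP_001032 (adjusted permutation p = 0.193 and 0.304).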

**Fig. 5:**
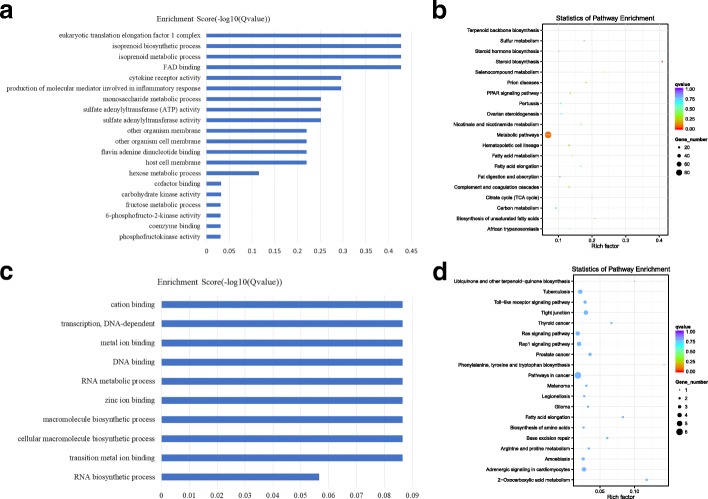
The GO and KEGG analysis of co-expressed genes of differential TUCPs. **a** The GO analysis of related gene of differential expressed and up-regulated TUCPs, X-axis is qValue(−log10), Y-axis is the GO term. **b** KEGG pathway analyses of up-regulated TUCPs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes. **c** The GO analysis of related gene of down-regulated TUCPs, X-axis is qValue(−log10), Y-axis is the GO term. **d** KEGG pathway analyses of down-regulated TUCPs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes

There were 6 TUCPs showing higher expression in the follicular phase ovary, and all of these molecules could be used for co-expression analysis. These 6 TUCPs corresponded to 157 related genes. These genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 5c. Transcription, DNA-dependent, DNA binding and RNA biosynthetic process were significantly enriched GO terms. In the three terms, many related genes, such as AR, HMGB1 and CREM, were differentially expressed. 

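HMGB1 had an FPKM of 141 ± 9.86 in the luteal phase and 187 ± 16.4 in the follicular phase (SD, n = 5 each), a log2 fold change of -0.40 (standard error 0.08, limma adjusted p = 0.00215). CREM was higher in the luteal phase, at 47.4 ± 14.7 against 13.4 ± 8.54 (log2 fold change 1.92, standard error 0.34, adjusted p = 0.00107). Follicular phase replicate 2, at 28.5, lay within the luteal range of CREM, which began at 25.9.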

The genes co-expressed with TUCPs are TUCP_000849, TUCP_000249, TUCP_001109 and so on (Additional file 6: Table S1). In summary, in the follicle phase ovaries, the highly expressed TUCPs, such as TUCP_000849, TUCP_000249 and TUCP_001109, were related to gene expression.

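TUCP_000849 had an FPKM of 4.22 ± 0.448 in the luteal phase and 6.13 ± 0.668 in the follicular phase (SD, n = 5 each), a log2 fold change of -0.53 (standard error 0.12, limma adjusted p = 0.0137). Its lowest follicular phase ovary, replicate 2 at 4.96, lay far from the others, at 6.19 to 6.598, and on the TPM scale the adjusted p was 0.0705. TUCP_000249 was at 6.16 ± 0.500 and 7.87 ± 0.838, a log2 fold change of -0.35 (standard error 0.10, adjusted p = 0.0439). Its call was lost after a shift to a common median (-0.25, adjusted p = 0.118), after quantile normalization, on the TPM scale and in 8 of the 10 fits without 1 ovary, with the highest adjusted p, 0.0971, without luteal phase replicate 5. TUCP_001109 was at 92.7 ± 31.8 and 202 ± 33.1 (log2 fold change -1.20, standard error 0.26, adjusted p = 0.0122). TUCP_000849 and CREM had a phase-centred r of -0.91 (permutation p = 0.00199, adjusted 0.0131; rho -0.92, adjusted p = 0.0311), and -0.78 without the 2 farthest ovaries. TUCP_000249 and HMGB1 gave an r of -0.73 (permutation p = 0.0220, adjusted 0.0784).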

### The GO and KEGG analysis of co-located genes of differential TUCPs

There were 16 TUCPs showing higher localization in the luteal phase ovaries than in the follicular phase ovaries, and 11 of these molecules could be used for co-location analysis. These 11 TUCPs corresponded to 45 genes. These 45 genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 6a and Additional file 5: Figure S5. The terms lipoprotein metabolic process and lipid localization were significantly enriched GO terms. In these two terms, many related genes, such as APOA5, LOC102179867 and APOA1, were differentially expressed. These genes co-localized with TUCP_000751 TUCP_000882 (Additional file 6: Table S1). 

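APOA1 had an FPKM of 4437 ± 828 in the luteal phase and 465 ± 109 in the follicular phase (SD, n = 5 each), a log2 fold change of 3.26 (standard error 0.17, limma adjusted p = 2.15e-07). APOA5 was low in both phases, from 0.263 to 0.588 in the luteal phase and from 0 to 0.109 in the follicular phase (log2 fold change 1.61, standard error 0.25, adjusted p = 0.000557). LOC102179867 ranged from 109.8 to 170.0 in the luteal phase and was listed at 0 in all 5 follicular phase ovaries (adjusted p = 9.05e-13), so no fold is given.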

KEGG enrichment analysis is shown in Fig. 6b. The signal pathway of glycosphingolipid biosynthesis - globo series, glycosphingolipid biosynthesis - lacto and neolacto series was significantly enriched. In the two signal pathways, many related genes, such as LOC102178850, FUT1 and LOC102185028, were differentially expressed. These genes only co-localized with TUCP_000882. 

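FUT1 had an FPKM of 0.403 ± 0.122 in the luteal phase and 0.185 ± 0.0534 in the follicular phase (SD, n = 5 each), a log2 fold change of 0.81 (standard error 0.22, limma adjusted p = 0.0136). LOC102178850 and LOC102185028 did not pass the filter. LOC102178850 was listed at 0 in 2 luteal phase ovaries and reached 0.0496 in that phase and 0.158 in the follicular phase. Tested without the filter, it was lower in the luteal phase (log2 fold change -0.73, adjusted p = 0.0116). LOC102185028 reached 0.0659 in the luteal phase and 0.0235 in the follicular phase (without the filter, adjusted p = 0.385).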

In summary, in the luteal phase ovary, the highly expressed TUCPs, TUCP_000751 and TUCP_000882, are related to the biosynthesis of lipid (Additional file 6: Table S1). 

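TUCP_000751 ranged from 1.42 to 2.54 FPKM in the luteal phase and from 0 to 0.405 in the follicular phase, where 2 ovaries were listed at 0 (log2 fold change 3.15, standard error 0.50, limma adjusted p = 0.00227). TUCP_000882 was at 5.196 ± 0.862 in the luteal phase and 1.87 ± 0.717 in the follicular phase (SD, n = 5 each), a log2 fold change of 1.498 (standard error 0.26, adjusted p = 0.00374). Every luteal phase ovary lay above every follicular phase ovary for both TUCPs, and both calls held in every alternative and in every fit without 1 ovary.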

The increase in lipid amount in the luteal phase ovary was beneficial to the synthesis of steroids.

**Fig. 6:**
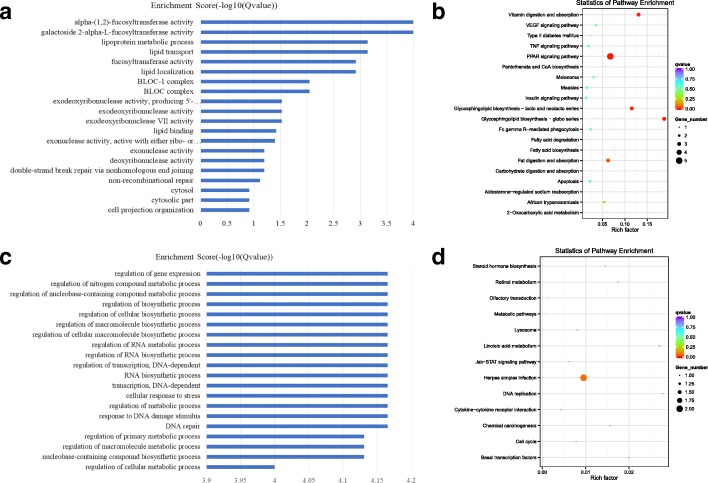
The GO and KEGG analysis of co-located genes of differential TUCPs. **a** The GO analysis of related gene of differential expressed and up-regulated TUCPs, X-axis is qValue(−log10), Y-axis is the GO term. **b** KEGG pathway analyses of up-regulated TUCPs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes. **c** The GO analysis of related gene of down-regulated TUCPs, X-axis is qValue(−log10), Y-axis is the GO term. **d** KEGG pathway analyses of down-regulated TUCPs. KEGG enrichment is measured by rich factor, qvalue and the number of genes enriched on this pathway. The larger the Rich factor, the greater the degree of enrichment. The value range of qvalue is [0,1]. The closer it is to zero, the more significant the enrichment is. Pathways with q ≤ 0.05 are defined as pathways that are significantly enriched in differentially expressed genes

There were 6 TUCPs showing higher localization in the follicular phase ovary, and all of these molecules could be used for co-location analysis. These 6 TUCPs corresponded to 28 genes. These 28 genes were used for the GO and KEGG enrichment analyses. The GO enrichment analysis is shown in Fig. 6c. The regulation of gene expression, regulation of RNA biosynthetic process, transcription and DNA-dependent were significantly enriched GO terms. 

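MCM7 had an FPKM of 19.6 ± 1.36 in the luteal phase and 31.4 ± 3.82 in the follicular phase (SD, n = 5 each), a log2 fold change of -0.67 (standard error 0.09, limma adjusted p = 0.000184). TAF6 was at 5.35 ± 0.499 and 5.41 ± 0.401, a log2 fold change of -0.02 (standard error 0.10, adjusted p = 0.894), and its sign changed after a shift to a common median, to 0.07. The sign also changed in 3 of the 10 fits without 1 ovary, to 0.01 without follicular phase replicate 1 or follicular phase replicate 5 and to 0.02 without luteal phase replicate 1. ZSCAN2 was at 2.95 ± 0.336 and 5.43 ± 1.05 (log2 fold change -0.84, standard error 0.14, adjusted p = 0.000857). Table S1 lists ZSCAN21 in its place, which was at 40.2 ± 4.21 and 63.8 ± 4.04 (log2 fold change -0.67, standard error 0.08, adjusted p = 0.000114).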

In the three terms, many related genes, such as MCM7, TAF6 and ZSCAN2, were differentially expressed. The related genes co-localized with TUCP_000849, TUCP_000249, TUCP_001109 and so on. (Additional file 6: Table S1). The KEGG enrichment analysis results are shown in Fig. 6d, and the DNA replication signaling pathway was significantly enriched. The MCM7 gene of this pathway significantly differs, and this gene co-localized with TUCP_001109(Additional file 6: Table S1). In summary, in the follicle phase ovary, the highly expressed TUCPs, such as TUCP_000849, TUCP_000249, and TUCP_001109, were related to gene expression.

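TUCP_001109, which Table S1 pairs with ZSCAN21, also varied with that gene within the phases, although the study chose the pair on these samples. Their phase-centred r was 0.915 (permutation p = 0.000840, adjusted 0.0113), with a Spearman rho of 0.770 (permutation p = 0.0173, adjusted 0.106), and r was 0.80 without the 2 farthest ovaries. Each member of the pair was lower in all 5 luteal phase ovaries than in any follicular phase ovary.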

## Discussion

LncRNAs widely participate in mammalian processes; however, compared with humans and other mammals, there is limited knowledge of lncRNAs in goats [33–36], particularly how lncRNAs regulate the reproductive processes, such as ovulation and the lambing rate, in goats during ovarian development. In the present study, we identified and analyzed the lncRNAs and TUCPs in goat ovaries at the luteal phase and follicular phases by RNA-seq. To our knowledge, the present study is the first systematic study of the lncRNAs and TUCPs in the goat ovaries. The present report is also the first to identify differentially expressed lncRNAs and TUCPs in follicular and luteal ovaries.

In the present study, the goat ovary transcriptome of lncRNAs and TUCPs were provided. According to the base quality and composition analysis, the Q20 was 95.73–97.14%, and the GC content was 49.2–50.60%. These findings indicated that the library was successfully constructed and that the sequencing quality was good. According to the sequencing results, the average length of lncRNAs /TUCPs is shorter than that of mRNAs, and the number of exons is lower, the length of the open reading frame is shorter, and the expression level of lncRNAs /TUCPs are relatively lower than those of mRNA. These transcriptome features are consistent with those reported in previous studies [34, 36, 37]. Pearson’s correlation between the samples ranged from 0.861 to 0.935, which shows that the present study is reliable and that the sample selection is reasonable.

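Squared, r for the same pairs ran from 0.910 to 0.934 between luteal phase ovaries, from 0.904 to 0.935 between follicular phase ovaries and from 0.861 to 0.884 between ovaries of different phases. Over the transcripts with an FPKM of at least 0.1 in at least 5 ovaries, r without squaring ran from 0.910 to 0.961, and over mRNA transcripts alone from 0.931 to 0.969.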

LncRNA usually do not encode protein and can achieve functions by binding to chromosome or protein, especially transcription factors [38]. Recent studies have shown that the biological functions of lncRNAs in goat ovaries can be predicted by studying relevant genes using co-expression and co-localization methods [39]. Many researches further confirmed the credibility of such predicted methods. For example, after predicted the related gene (*CDKN1A*) of lncRNA *PANDA* by co-expressed method, it was confirmed with some experiments that *PANDA* interacts with the transcription factor NF-YA to limit expression of related gene [40]. Therefore, the co-expression and co-localization genes of differential lncRNA/TUCP was analysis is as follows.

What are the main functions of lncRNAs and TUCPs that are highly expressed in the luteal phase ovary? According to the functional analysis of higher expressed lncRNA (co-expressing genes) in the luteal phase ovary, the terms coenzyme binding and cofactor binding are the most significant GO terms. Coenzymes and cofactors may catalyze the synthesis of steroid hormones by increasing enzyme activity. For example, the cytochrome P450c17 protein encoded by the CYP17A1 (all called cytochrome P450c17α) gene is a cytochrome P450 enzyme expressed in the ovary and testis. P450c17 has both 17α-hydroxylase and 17,20-lyase activities and is a typical membrane-bound bifunctional monooxygenase that plays a key role in the synthesis of steroid hormones [41] and plays an important role in maintaining the synthesis of sex hormones [42]. Therefore, the lncRNAs that are highly expressed in the luteal phase may be mainly related to the synthesis of steroid hormones. According to the functional analysis of more highly expressed TUCPs (co-expressing genes) in the luteal phase ovary, the term isoprenoid is the most significant GO term. Steroids are a general term for a large class of cyclopentadiene-perhydrophenanthrene derivatives widely distributed in the biosphere. These compounds belong to the group isoprenoids. According to the functional analysis of more highly expressed lncRNAs (co-location genes) in the luteal phase ovary, the term lipid synthesis was the most significant GO term. The formation and accumulation of lipid droplets in the luteal cells may be important for the production of steroids [43] . Ovarian function is associated with decreased lipid levels, particularly in the luteal phase [44] . Through the above functional analysis of co-expressed and co-localized genes of TUCPs, we propose that TUCPs and lncRNAs highly expressed in the luteal phase ovary may be related to the synthesis of steroid hormone. In summary, the present results indicate that the high expression of lncRNA and TUCP in the luteal phase ovary may be mainly related to the synthesis of steroid hormones. We screened for lncRNAs/TUCPs that may be involved in steroid hormone synthesis, such as XR_001919417.1 and so on (Additional file 6: Table S1). Steroid hormones mainly include estrogen and progesterone, which are secreted by the gonads. These molecules can regulate the ovarian function in goats and other mammals. Consistent with Lee et al., knocking out the EGR-1 gene causes sterility in mice [45]. During pregnancy, estrogen plays a role in the initiation of labor and is conducive to childbirth. Progestogen can promote embryo implantation and maintain pregnancy. The secretion of estrogen and progesterone has an important influence on the reproductive function of animals [7]. In the luteal phase of the goat ovary, the follicle ruptures and forms a corpus luteum after ovulation. The corpus luteum mainly secretes a large amount of progesterone. Therefore, we propose that the difference between the ovary during the luteal phase and the follicular phase is mainly related to the synthesis of progesterone in steroid hormones. 

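Of 14 gene symbols of progesterone synthesis listed in advance, 10 passed the filter. The others, with HSD3B1, HSD3B2 and HSD3B among them, were not found in the deposited data under these symbols. They were not analysed here, so the list was tested without them. CYP11A1 is carried in the table under its locus name and was matched through its RefSeq synonym. The median log2 fold change of the 10 genes was 2.20, which is 2.34 above that of all genes (camera p = 3.99e-12, fry p = 1.02e-09, estimated correlation p = 0.00154). All 10 were higher in the luteal phase, 9 at an adjusted p under 0.05, and 9 when adjusted over the list alone. STAR had an FPKM of 2651 ± 507 in the luteal phase and 16.6 ± 5.58 in the follicular phase (SD, n = 5 each), a log2 fold change of 7.35 (standard error 0.20, limma adjusted p = 1.002e-09). CYP11A1 was at 2495 ± 262 and 87.0 ± 19.4, a log2 fold change of 4.87 (standard error 0.16, adjusted p = 3.36e-09). SCARB1 changed by 4.01 and FDX1 by 3.40 (adjusted p = 2.29e-09 for each). NPC2 changed by 0.43 (adjusted p = 0.0396), a call lost in 8 of the 10 fits without 1 ovary, with the highest adjusted p, 0.0908, without luteal phase replicate 4. STARD3 was not called (0.08, adjusted p = 0.445). Of 100 divisions of the ovaries into 5 and 5, only the real one gave this list so small a camera p. A list of 8 corpus luteum genes had a median log2 fold change of 2.07 (camera p = 0.000132, fry p = 3.11e-09, estimated correlation p = 0.00421), with 5 genes higher and 1, PGR, lower in the luteal phase at an adjusted p under 0.05, and 6 called when adjusted over the list alone. From the enrichment of steroid synthesis among the related genes and the secretion of progesterone by the corpus luteum that forms after ovulation, the paper proposes that the phases differ mainly in progesterone synthesis.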

The above results can provide evidence that lncRNAs /TUCPs regulate the synthesis of progesterone in the luteal phase and influence the reproductive performance of animals.

What are the major functions of lncRNA and TUCP that are highly expressed in the follicular phase ovarian? According to the functional analysis of more highly expressed lncRNAs (co-expressing genes) in the follicular phase ovary, the terms ribosomes and translation were the most significant GO terms. The ribosome is the site of protein biosynthesis resulting from translation of messenger RNA (mRNA). The genetic information stored in the DNA sequence is transcribed and translated into biologically active protein molecules that enable organisms to exhibit corresponding traits. These actions are the most important process of gene expression. According to the functional analysis of more highly expressed TUCPs (both co-expressed and co-localized genes) in the follicular phase ovary, the terms transcription, DNA-dependent, and RNA biosynthetic processes are the common GO terms, with significant differences. Transcription is the first stage of gene expression and the main stage of gene regulation. Gene expression consists of transcription and translation processes. In summary, analyses with co-expression or co-location methods show that highly expressed lncRNAs /TUCPs in the follicular phase ovary are mainly associated with gene expression. We screened lncRNAs /TUCPs related to gene expression, such as XR_001296791.2 and so on (Additional file 6: Table S1). In the follicular phase goat ovaries, the follicles continue developing, and the oocytes continue growing and achieve maturation. An increasing number of maternal factors accumulate during oocyte growth and development [46] . This process requires large amounts of gene expression [47, 48]. Studies have shown that gene expression is an indispensable step in the oogenesis and maturation of oocyte [48–50]. Therefore, we propose that the difference between the ovarian follicular phase and the luteal phase is mainly related to oogenesis and oocyte maturation. 

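Of 19 oocyte genes listed in advance, 15 passed the filter; the others were below it or were not analysed here. All 15 were lower in the luteal phase, with a median log2 fold change of -0.98, which is 0.84 below that of all genes (camera p = 0.00126, fry p = 0.00424, estimated correlation p = 0.3003). With a pseudocount of 1 the median was -0.55. At an adjusted p under 0.05, 9 of them were lower, and 13 when adjusted over the list alone. Of 100 divisions of the ovaries into 5 and 5, the real one included, 34 gave this list a camera p as small. BMP15 had an FPKM of 0.436 ± 0.124 in the luteal phase and 1.45 ± 0.307 in the follicular phase (SD, n = 5 each), a log2 fold change of -1.55 (standard error 0.21, limma adjusted p = 0.000190). GDF9 was at 1.80 ± 0.274 and 3.50 ± 0.790 (log2 fold change -0.91, standard error 0.16, adjusted p = 0.00125). ZP2 was at 2.13 ± 0.574 and 3.599 ± 0.700 (log2 fold change -0.75, adjusted p = 0.00999). DDX4 was not called (log2 fold change -0.65, adjusted p = 0.238). The calls of NOBOX and ZAR1 were lost in some fits without 1 ovary. Without luteal phase replicate 4 the adjusted p of NOBOX rose from 0.0214 to 0.0553, and without follicular phase replicate 1 that of ZAR1 rose from 0.0267 to 0.0644. ZAR1 also lost its call without follicular phase replicate 5 and with a replicate block. A fit with fewer ovaries has less power, so these losses do not show that 1 ovary carries either call.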

One of the main functions of lncRNAs is to regulate gene expression and participate in various physiological and developmental processes of organisms [51–53] . The above results can provide research ideas for how these lncRNAs /TUCPs regulate gene expression and affect the growth and maturation of oocytes, further affecting animal reproductive performance.

Some new lncRNAs were discovered to both co-located and co-expressed to a same genes. 

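STAG2 had an FPKM of 37.9 ± 1.10 in the luteal phase and 52.3 ± 2.46 in the follicular phase (SD, n = 5 each; log2 fold change -0.46, limma adjusted p = 0.000100), and XR_001917610.1 was at 3.47 ± 0.303 and 5.36 ± 0.581 (log2 fold change -0.61, adjusted p = 0.00515). Their phase-centred r was 0.591 (permutation p = 0.114, adjusted 0.193), and 0.09 without the 2 farthest ovaries. XR_001919591.1 was at 2.42 ± 0.426 and 5.06 ± 1.65 (log2 fold change -0.99, adjusted p = 0.0123). ST6GALNAC1 did not pass the filter, with at most 0.0104 FPKM in the luteal phase and 0.113 in the follicular phase. Its phase-centred r with XR_001919591.1 was 0.827 (permutation p = 0.0193, adjusted 0.0784) and fell to 0.32 without the 2 farthest ovaries. In the ARS1.2 annotation these 2 lie farther than 100 kb apart, while the lncRNAs paired with STAG2 and LOC102180063 lie within that distance of their genes. XR_001919196.1 was at 0.645 ± 0.419 and 3.05 ± 1.302 (log2 fold change -2.12, standard error 0.55, adjusted p = 0.0243). Its follicular phase replicate 2 was at 0.768, within the luteal range, and its call was lost in 5 of the 10 fits without 1 ovary, with the highest adjusted p, 0.0570, without follicular phase replicate 1. LOC102180063 changed by -2.09 (standard error 0.51, adjusted p = 0.00719), with the same ovary low, at 0.450. In this pair the phases overlap, and r was 0.994 over the 10 ovaries (permutation p = 1e-05, the smallest that the permutations can give) and 0.986 after phase means were subtracted (permutation p = 0.000400, adjusted 0.0113; rho 0.939, adjusted p = 0.0247).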

Three pairs of them were higher expressed in follicular stage ovarian: XR-001917610.1 and STAG2; XR-001919591.1 and ST6GALNAC1; XR-001919196.1 and LOC102180063. 

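BOLA1 had an FPKM of 23.9 ± 6.37 in the luteal phase and 13.7 ± 1.44 in the follicular phase (SD, n = 5 each), a log2 fold change of 0.76 (standard error 0.16, limma adjusted p = 0.00302). Its phase-centred r with XR_309871.3 was 0.759 (permutation p = 0.0859, adjusted 0.167), and 0.39 without the 2 farthest ovaries. XR_001919152.1 was at 4.70 ± 2.09 and 1.06 ± 0.593 (log2 fold change 2.09, standard error 0.37, adjusted p = 0.00389), and LOC108633292 was at 4.06 ± 1.80 and 0.736 ± 0.350 (log2 fold change 2.31, adjusted p = 0.000138). LOC108633292 was far higher in luteal phase replicate 1, at 7.23, than in the other luteal phase ovaries, at 2.82 to 3.71. The phase-centred r of this pair was 0.915 (permutation p = 0.00199, adjusted 0.0131; rho 0.758, adjusted p = 0.106), and 0.66 without the 2 farthest ovaries. Both lncRNAs lie within 100 kb of their genes in the ARS1.2 annotation.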

Two pairs of them were higher expressed in luteal stage ovarian: XR-309871.3 and BOLA1; XR-001919152.1 and LOC108633292. Further research these lncRNAs maybe help to understand the regulation of reproduction.

## Conclusion

In the present study, we conducted genome-wide RNA-seq for follicular and luteal ovaries in goat and provided the transcriptome profile of the lncRNAs and TUCPs in the goat ovaries. In addition, we screened the lncRNAs /TUCPs associated with hormone secretion and follicular development. The present study also provided fundamental data for studying the regulation mechanisms of lncRNAs /TUCPs in goat reproduction.

## Additional files

Additional file 1: **Figure S1.** The comparison of features of genomic characteristics between lncRNA/TUCP and mRNA. A. The distribution of exon number in the lncRNAs and mRNAs. B. The distribution of average length in the lncRNAs and mRNAs. C. The distribution of ORF in the lncRNAs and mRNAs. D. The distribution of exon number in the TUCPs and mRNAs. E. The distribution of average length in the TUCPs and mRNAs. F. The distribution of ORF in the TUCPs and mRNAs.

Additional file 2: **Figure S2.** The Directed Acyclic Graph (DAG) of GO analysis of co-expressed genes of differential lncRNAs. DAG is a graphical display of GO gene enrichment analysis results for differential lncRNAs. Branches represent containment relationships, and the functional scope defined from top to bottom is getting smaller and smaller. The depth of color represents the degree of enrichment. We have plotted the DAG maps of biological processes, cellular components and molecular functions separately. A. The DAG of biological process. B. The DAG of cellular component. C. The DAG of molecular function.

Additional file 3: **Figure S3.** The Directed Acyclic Graph (DAG) of GO analysis of co-located genes of differential lncRNAs. A. The DAG of biological process. B. The DAG of cellular component. C. The DAG of molecular function

Additional file 4: **Figure S4.** The Directed Acyclic Graph (DAG) of GO analysis of co-expressed genes of differential TUCPs. A. The DAG of biological process. B. The DAG of cellular component. C. The DAG of molecular function

Additional file 5: **Figure S5.** The Directed Acyclic Graph (DAG) of GO analysis of co-located genes of differential TUCPs. A. The DAG of biological process. B. The DAG of cellular component. C. The DAG of molecular function.

Additional file 6: **Table S1.** The list of reproductive lncRNA, TUCP and related genes.

## Abbreviations

AIFM1: Apoptosis inducing factor mitochondria associated 1
APOA1: Apolipoprotein A1
AR: Androgen receptor
BCL2: Apoptosis regulator
CNCI: Coding-Non-Coding Index
CPC: Coding Potential Calculator
CREM: CAMP responsive element modulator
DHCR24: 24-dehydrocholesterol reductase
EBP: Emopamil binding protein (sterol isomerase)
FAU: Ubiquitin like and ribosomal protein S30 fusion
FDPS: Farnesyl diphosphate synthase
FPKM: Expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced
FUT1: Fucosyltransferase 1 (H blood group)
GO: Gene Ontology
HMGB1: High mobility group box 1
HSD17B7: Ydroxysteroid 17-beta dehydrogenase 7
KDM1A: Lysine demethylase 1A
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNAs: Long non-coding RNAs
LOC102178850: Galactoside 2-alpha-L-fucosyltransferase 2-like
LOC102179867: Apolipoprotein A-I
LOC102182821: Interferon lambda-3
LOC102185028: Galactoside 2-alpha-L-fucosyltransferase 2
LOC108638068: Interferon lambda-4-like
LOC108638069: Interferon lambda-4-like
LOC108638070: Interferon lambda-3-like
MAML1: Mastermind like transcriptional coactivator 1
MCM7: Minichromosome maintenance complex component 7
OTUD7B: OTU deubiquitinase 7B
PANK1: Pantothenate kinase 1
PFAM: Pfamscan
PLIN2: Perilipin 2
RPS6: Ribosomal protein S6
SQLE: Squalene epoxidase
SQLE: Squalene epoxidase
TAF6: TATA-box binding protein associated factor 6
TUCPs: Transcripts of uncertain coding potential
WRNIP1: Werner helicase interacting protein 1
ZSCAN2: Zinc finger and SCAN domain containing 2

How the deposited data were processed for this re-analysis (not part of the article)

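RNA from 5 luteal phase and 5 follicular phase whole goat ovaries was sequenced as ribosomal RNA-depleted, strand-specific, paired-end libraries, 1 per ovary. The paper does not state how many goats the ovaries came from, so some may share a goat. The tests treated the ovaries as independent. The authors aligned the reads with HISAT2, assembled transcripts with StringTie and wrote, with Cuffdiff, the deposited FPKM (mapped fragments scaled by transcript length and by all mapped fragments) of each lncRNA, TUCP and mRNA transcript in each ovary. No ovaries were pooled, and every value column was assigned to its ovary by its phase and replicate number. Read counts per ovary were not used here, so depth and counting error per ovary are unknown. The spread between ovaries of a phase is the only measure of precision.

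FPKM was analysed as log2(FPKM + 0.1) without further scaling. Features with an FPKM of at least 0.1 in at least 5 of the 10 ovaries were tested with limma (lmFit, then eBayes with trend) in R 4.3.3 with limma 3.58.1, luteal minus follicular, two-sided. p-values were adjusted by the Benjamini-Hochberg method over all transcripts tested (lncRNAs, TUCPs and mRNA transcripts together) or, after mRNA FPKM were summed by gene symbol, over all genes tested. An adjusted p under 0.05 counts as a call. No block was set for the replicate number, since nothing ties equal numbers of the phases to each other.

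Gene lists for steroid biosynthesis, progesterone synthesis, isoprenoid synthesis, ribosomal proteins, oocyte, granulosa cell, corpus luteum and blood were fixed before the data were examined, together with the tests and all alternatives. Lists for ovarian stroma and endothelium were added later as comparisons. The lists were tested with limma's camera at its preset correlation, with fry and with camera at an estimated correlation. Lists with fewer than 5 tested genes were given no set test. Where a listed symbol was absent from the table, it was matched through the synonyms of the goat RefSeq annotation. This matching was added after the first results were seen, and through it CYP11A1 was found under the symbol LOC102173131. Listed genes that the table lacks were not analysed here.

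Correlations between ovaries used log10(FPKM + 1) over all transcripts. Class medians were compared between the phases by exact permutation of the ovaries, and with mRNA by an exact sign test. Pairs of a transcript and a gene were tested after the mean of each phase was subtracted, by 100000 permutations within the phases, with Benjamini-Hochberg adjustment over the 33 pairs of the text. Neighbours were taken from the RefSeq annotation of the goat assembly ARS1.2, with a distance of 100 kb. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

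Some features are withheld and not reported here, although the counts and lists include them. The other single features are reported where the paper names them, where they belong to a gene list, or where they are the 3 with the largest change, per class and direction, among the calls whose phases do not overlap. Alternatives were pseudocounts of 1 and 0.01, no filter, a minimum FPKM of 0.5, a shift of each ovary to a common median, quantile normalization, TPM, eBayes without trend, a replicate block, other thresholds, transcripts in place of genes, and leaving out each ovary in turn. In a simulation, values were drawn as normal noise around each feature's mean, with its spread within the phases, and changes were added to 200 features. The test recovered 44% of 200 changed transcripts (28.3% of 2-fold and 59.4% of 4-fold changes) and 82% of 200 changed genes, with 4.35% and 2.96% false calls. Far fewer features changed there than were called in the real data, which makes the adjusted threshold stricter. These shares are therefore not the power of the real tests, but an uncalled transcript may still differ. In simulated lists with no added change, camera gave a p under 0.05 for 4 of 200 lists and fry for 11 of 200. Genes were simulated independently of each other there. In the real lists the estimated correlation between genes ran from -0.03 (corpus luteum) to 0.68 (ribosomal proteins). These rates therefore do not give the error rate for lists whose genes move together. A test by chromosome was not run.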

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

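The tests of a mislabelled ovary and of less corpus luteum tissue in luteal phase replicate 3 were chosen only after the result was seen. An ovary lay far from the 4 others of its phase in 24 of 301 groups, where chance gives about 1 in 20 groups, or 15.05 (one-sided exact binomial p 0.0175). The groups share ovaries and related genes, so this p cannot tell chance from a cause. The most frequent ovary, luteal phase replicate 3, accounts for 37.5% of them, less than 1 aberrant ovary as the whole cause would need.

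Luteal phase replicate 3 lay below the other luteal phase ovaries for genes of sterol synthesis: HSD17B7 at 22.8 FPKM (others 53.0 to 59.1), LSS at 12.7 (22.4 to 27.9), TM7SF2 at 61.7 (102 to 122), ACAT2 at 65.1 (127 to 166), HMGCS1 at 407 (671 to 781) and MVD at 32.5 (75.9 to 81.7). XR_001918177.1 was also low there, at 1.94 (4.05 to 4.28). The 19 steroid and isoprenoid genes called higher in the luteal phase were lower in this ovary in 19 of 19 cases. Their median log2 ratio to the other luteal phase ovaries was -0.89. The uncalled SOAT1, SOAT2 and GGPS1 were left out, and they were not low there, at 23.7, 0.294 and 14.2 FPKM. The 14 progesterone and corpus luteum genes called higher in the luteal phase had a median of -0.24, with 12 lower. Less corpus luteum tissue would lower both groups alike, so it is not enough to explain the sterol genes. Other biological causes are untested.

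Further far ovaries concern single features. In the follicular phase these were XR_001919196.1 in replicate 2 at 0.768 (3.37 to 3.92) with its neighbour LOC102180063 at 0.450 (1.78 to 2.54), TUCP_000849 in replicate 2 at 4.96 (6.19 to 6.598), NR2F2 in replicate 2 at 19.4 (24.7 to 26.5), TUCP_001362 in replicate 3 at 1.81 (2.50 to 2.80), LNC_003524 in replicate 5 at 0.363 (0.798 to 1.02), AIFM1 in replicate 1 at 18.4 (12.4 to 13.9) and NLRP5 in replicate 5 at 0.786 (0.250 to 0.333). In the luteal phase they were LOC108633292 in replicate 1 at 7.23 (2.82 to 3.71), XR_001919406.1 in replicate 2 at 3.52 (0.243 to 0.529), ZAR1 in replicate 5 at 0.0804 (0.414 to 0.660) and TUCP_000124 in replicate 1 at 0.232 (0 to 0.0206). Where all 4 others were listed at 0, a single low value differs: LNC_002673 in follicular phase replicate 3 at 0.173, LOC108638069 in luteal phase replicate 5 at 0.173, LOC108638070 in luteal phase replicate 3 at 0.0883 and LNC_003524 in luteal phase replicate 5 at 0.0990. No biological explanation was tested for these.

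The largest changes among features that the paper's text does not discuss were, as log2 fold changes with limma adjusted p, LNC_000534 6.52 (4.59e-07), LNC_001913 5.01 (6.70e-06), XR_001919406.1 -3.73 (0.00227), LNC_003643 -3.06 (0.00901) and LNC_003524 -2.94 (0.000279) among lncRNAs. Among TUCPs they were TUCP_000237 7.52 (2.88e-06), TUCP_000236 6.35 (6.27e-08), TUCP_000376 6.32 (4.75e-05), TUCP_000263 -2.37 (0.00607), TUCP_000124 -2.10 (0.00341) and TUCP_000963 -1.92 (0.0184). Among genes they were OXT 10.26 (7.30e-08), SRD5A2 9.04 (1.002e-09), MYBPC1 -3.21 (0.000928), LOC102169149 -3.06 (0.000852) and PPBP -2.91 (0.00156). LNC_000534 and LNC_003643 occur in Table S1. In 0 ovaries did STAR lie inside the range of the other phase, which speaks against a mislabelled ovary. PPBP is the only tested gene of the blood list, so blood in the ovary was not tested as a set.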

How the results depend on the processing

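No tests in this part were chosen only after the result was seen. Of the 143 single features followed through all settings, 123 were called, and 112 of these were called in every setting in which they passed the filter; 20 were not called, and 10 of those were called somewhere. The steroid, progesterone, isoprenoid and corpus luteum lists kept their direction and their side of the threshold in every setting, with leave-one-out medians of 2.05 to 2.26, 2.07 to 2.35, 2.26 to 2.57 and 1.98 to 2.22. The clustering on all filtered lncRNAs or TUCPs placed 10 of 10 ovaries with their own phase under each pseudocount, linkage and distance tried. For every change below without a stated reason, the cause was not tested.

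With an FPKM of at least 0.5 in at least 5 ovaries, fewer transcripts were tested, and 221 lncRNAs (60 higher in the luteal phase, 161 in the follicular phase) and 79 TUCPs (41 and 38) were called. TUCPs higher in the follicular phase numbered 52 without a filter, 54 after a shift to a common median, 50 after quantile normalization and 40 on the TPM scale. With eBayes without trend they numbered 118. On the TPM scale 191 lncRNAs and 2610 genes were higher in the follicular phase. An unadjusted p under 0.05 gave 889 lncRNAs (260 and 629) and 366 TUCPs, 230 of them higher in the follicular phase. An adjusted p under 0.1 gave 690 lncRNAs (469 higher in the follicular phase) and 285 TUCPs (167 higher in the follicular phase). These higher counts follow from the looser thresholds. With transcripts tested one by one in place of genes, 2846 were higher in the follicular phase.

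Equal replicate numbers do not pair the ovaries: the correlation between ovaries of the same number, after the phase means were subtracted, was 0.03, 0.20, 0.19, 0.09 and 0.04. With a replicate block 116 TUCPs were called, 37 of them higher in the follicular phase, and 287 of the 441 lncRNA calls and 108 of the 189 TUCP calls were kept.

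The granulosa cell list kept its median of -1.16 without trend and under the estimated correlation, but its p rose to 0.0513 and 0.418. Under the estimated correlation the ribosomal protein list (-0.48, p 0.262) and the oocyte list (-0.98, p 0.3003) did not pass the threshold. TAF6 changed sign to 0.0678 after a shift to a common median, 0.0679 after quantile normalization and 0.0806 on the TPM scale; GGPS1 to 0.0292 after the shift and 0.0425 on the TPM scale; DCN to 0.0250 after quantile normalization. None of the 3 was called in these settings.

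The log2 ratio of class medians to mRNA was -1.80 for lncRNAs and -0.75 for TUCPs over all transcripts, and -2.14 for TUCPs at a mean FPKM of at least 0.1. The correlation between ovaries ran from 0.687 to 0.991 without a log and from 0.861 to 0.935 when squared, and its lowest value over filtered transcripts was 0.910. Of the co-expressed pairs in Table S1, 82 reached 0.9 after the phase means were subtracted.

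Across the 10 leave-one-out fits, from 288 to 404 lncRNAs were called (95 to 139 higher in the luteal phase, 193 to 286 in the follicular phase), from 81 to 180 TUCPs (48 to 88 and 33 to 96) and from 5443 to 6981 genes (2093 to 2498 and 3350 to 4483). The fewest in total came without luteal phase replicate 4. The medians ran from -0.54 to -0.42 for ribosomal proteins, from -1.25 to -0.80 for the oocyte list and from -1.40 to -0.81 for the granulosa cell list. The granulosa cell list did not pass the threshold without follicular phase replicate 1 (-0.91, p 0.0637), 2 (-1.19, p 0.0555) or 4 (-1.05, p 0.0788), or without luteal phase replicate 3 (-0.81, p 0.0815). TAF6 ran from -0.0620 to 0.0217 and HSD11B1 from -0.16 to 0.13. The class ratios ran from -2.28 to -2.17 for lncRNAs and from -1.19 to -1.15 for TUCPs, and the Table S1 pairs past 0.9 from 328 to 335.

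Depth per ovary is unknown, which limits every transcript near an FPKM of 0.1. A listed 0 is no proof of absence. In simulated values over all transcripts tested, whatever their level, only 28.3% of 2-fold changes were recovered. Far fewer transcripts changed in that simulation than were called in the real data, so this share is not the power of the real test. With the stricter filter of 0.5, 208 of the 441 lncRNA calls were kept.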

Differences from the paper's values

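All alternatives named here were set before the data were examined; the tests were not chosen after the result was seen. The paper reports 115 differentially expressed lncRNAs, 28 higher in the luteal phase and 87 in the follicular phase, and the analysis here called 441, with 153 and 288. The paper reports 22 differentially expressed TUCPs, 16 higher in the luteal phase and 6 in the follicular phase, and 189 were called here, with 99 and 90. None of the alternatives closed these gaps. The nearest totals were 221 lncRNAs and 79 TUCPs, with an FPKM of at least 0.5 required in at least 5 ovaries.

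The paper gives Pearson correlations between ovaries from 0.861 to 0.935, and r here ran from 0.928 to 0.967. Squared, r ran from 0.861 to 0.935, which closes both gaps. Without a log r ran from 0.687 to 0.991, and both ends lie farther from the paper's than 0.928 and 0.967 do; the highest counts as no difference there only because the margin is the spread between pairs, which is wider without a log. Neither the filtered transcripts nor mRNA transcripts alone closed either gap.

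The median log10(FPKM + 1) of lncRNAs is about 0.12 in Fig. 1c, read by eye, against 0.0587 here. That of mRNAs is about 0.42 in Fig. 1c, read by eye, against 0.218 here. Restricting both to transcripts with a mean FPKM of at least 0.1 gave 0.119 and 0.402 and closed both gaps; taking all transcripts closed neither.

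The paper relates 2584 genes to lncRNAs and 904 to TUCPs by co-expression. Table S1, a selection, gives 83 and 38, and no alternative applies to these counts.

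The paper names TAF6 among differentially expressed genes of the follicular phase, and its log2 fold change here was -0.02 (adjusted p 0.894), with no call under any alternative. It names WRNIP1, OTUD7B and KDM1A as differentially expressed under terms of the luteal phase, without giving their direction, and they were lower there (log2 fold change -0.29, -0.30 and -0.57). It names CREM in the same way under a term of the follicular phase, and it was higher in the luteal phase, by 1.92. LOC102182821, LOC108638069, LOC108638068, LOC108638070, LOC102178850 and LOC102185028, which the paper names as differentially expressed, and ST6GALNAC1, which it pairs with an lncRNA, did not pass the filter. Without the filter LOC102178850 (-0.73, adjusted p 0.0116) and ST6GALNAC1 (-0.51, adjusted p 0.0169) were called, LOC102178850 lower in the luteal phase although the paper names it under pathways of the luteal phase. The paper describes the transcript levels of the phases as similar, and the lncRNA median FPKM was 0.113 in the luteal phase and 0.178 in the follicular phase. It pairs XR_001919591.1 with ST6GALNAC1 by location, and in the ARS1.2 annotation they lie farther than 100 kb apart.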

Other observations

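The tests of library scale, of corpus luteum tissue poor in ribosomal protein transcripts and of granulosa tissue were chosen only after the result was seen. Other divisions of the 10 ovaries into 5 and 5 were compared with the real one, 100 of the 126 possible. The real division alone gave as many calls or as small a camera p in 1 of 100 for lncRNAs, TUCPs, genes and the steroid, progesterone, isoprenoid and corpus luteum lists. The ribosomal protein list was matched by 20 of 100 divisions, the oocyte list by 34 and the granulosa cell list by 37. For these 3 lists the camera p may therefore reflect genes that move together between ovaries whatever their phase. The highest count from any other division was 2 lncRNAs, 1 TUCP and 839 genes.

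The oocyte list was lower in the luteal phase by a median of -0.98 and stayed at -0.90 after a shift to a common median, so library scale alone is not the cause. Dilution by corpus luteum tissue would lower stroma genes alike. The stroma list of 11 genes had a median of -0.18 (camera p 0.586), which lies 0.80 above the oocyte list, but 2 of its genes were higher and 5 lower at an adjusted p under 0.05, so dilution may contribute and this test cannot tell. The endothelium list was higher in the luteal phase in all 7 genes, with a median of 1.02 (camera p 1.56e-07).

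Of 10000 lists matched to the ribosomal protein genes on expression, 0 had a median as low as -0.48, so a trend with expression level is not enough. After a shift to a common median the ribosomal protein median was -0.40. After quantile normalization it was -0.23, and its distance from the median of all genes went from -0.34 to -0.14. A trend with expression level may therefore contribute. In the main setting the ribosomal protein median lies -0.30 from that of stroma, while the oocyte list lies below both. After quantile normalization the stroma median was -0.26, so the ribosomal protein median no longer lay below it. A corpus luteum poor in ribosomal protein transcripts could also give this result, and this test cannot tell.

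The granulosa cell list had a median of -1.16, with 6 genes lower and 1 higher in the luteal phase at an adjusted p under 0.05, and 7 called when adjusted over the list alone (camera p 0.0434, fry p 0.0185). CYP19A1 varied between ovaries of one phase together with HSD17B1, INHA, INHBB and INHBA (phase-centred r 0.935, 0.924, 0.892 and 0.875; adjusted permutation p 0.00148, 0.00144, 0.00765 and 0.00788 over 8 relations; 0.890, 0.898, 0.727 and 0.736 without the 2 farthest ovaries). With the general granulosa genes AMH, FSHR, FOXL2 and AMHR2, r was 0.437, 0.578, 0.746 and 0.146, a median of 0.507 (0.697, 0.789, 0.688 and 0.258 without the 2 farthest ovaries), and only FOXL2 had an adjusted permutation p under 0.05 (0.0364). The amount of granulosa tissue may thus account for part of this variation, as a hypothesis formed on the same data.

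Of the 156 called annotated lncRNAs with a tested gene as neighbour, 115 (73.7%) changed in the same direction as it. Random pairings gave a median of 86 and at most 106, and 0 of 10000 reached 115. Transcripts with the same locus or neighbour were counted separately, while the random pairings treated each as independent, so their spread may be too narrow. Among the 105 that do not overlap their neighbour, 79 (75.2%) shared the direction. Whether the lncRNA acts on its neighbour or both answer to a shared control is untested.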
